A study of Homo sapiens with 6 samples. Its data were reported in "Knockdown of MTDH Sensitizes Endometrial Cancer Cells to Cell Death Induction by Death Receptor Ligand TRAIL and HDAC Inhibitor LBH589 Co-Treatment" (2011).

How the data were processed

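RNA was taken from Ishikawa H cells with a stable shRNA against MTDH and from control cells, amplified, labelled with biotin and hybridised to Affymetrix whole-transcript arrays, with 3 arrays per group. Groups and replicate numbers were taken from the sample titles. The titles call the replicates biological, while the design text of the series speaks of both biological and experimental triplicates, and puromycin-resistant single clones were expanded, so that separate cultures of 1 clone per group cannot be excluded. The authors deposited log2 expression values, 1 column per array, made with Partek Genomics Suite according to the submitters' processing notes and the study's methods. The software version, background correction and between-array normalization are not given in the sources used here. The columns had similar but unequal medians, so that full quantile normalization of the deposited table was not evident. Fold changes on such arrays can be compressed, above all those of dim genes, and no detection values were used.

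The table held 22011 rows. The platform annotation, which describes transcript clusters of an Affymetrix exon array, listed 16840 of them, 14432 with 1 gene symbol and 2408 with several, and left 5171 unnamed. The study's methods name a gene array, so the platform was taken from the row identifiers. Rows with several symbols or none were not tested by name. Of several clusters of a gene, the one with the highest mean over the 6 arrays was kept, which left 14232 genes. Of 197 genes with more than 1 cluster, 64 had clusters that differed in sign. None of the 64 was among the changed genes, but only 1 changed gene had more than 1 cluster. In 12 rows all 6 values were identical to those of another row. Symbols were looked up by gene identifier in RefSeq annotation of assembly GRCh38.p14, which gave 14205 genes a chromosome and changed no symbol. Since the files name no genome build, it was used only for chromosomes and neighbours and no positions are given.

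The groups were compared with limma (version 3.58.1, R version 4.3.3), fitting a mean per group on the log2 values as deposited, followed by empirical Bayes moderation and Benjamini-Hochberg adjustment over all genes tested. A gene was counted as changed at an adjusted p under 0.05. The study's methods state no test. Gene lists were tested with camera at a preset correlation of 0.01, and with an estimated correlation, both of which compare a list with the other genes, and with fry, which tests a list against no change on balance. The p-values were adjusted over the 33 lists, and 515 of their 669 distinct genes were measured. Genes named were MTDH, the 10 largest rises and 10 largest falls among changed genes without overlap between the groups, all measured genes that the study followed in Hec50co cells, and of other lists up to 4 changed members with the largest log2 fold change or, where none passed, the 2 largest. The lists, this rule and the tests were fixed before the data were examined.

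Alternatives planned were the mean of all clusters of a gene, all rows of the table, leaving out the 30% of genes lowest in mean, quantile normalization, centring on the median, an intensity trend with a robust prior, the replicate number as a block, limma's treat test against a fold of 1.5 and leaving out each array in turn. Quantile normalization within 2 parts of the table, with and without control replicate 3, and all comparisons between chromosomes were added after seeing the data. The fit without alternatives was tested on simulated data with the means and spreads of the 14232 genes, as was camera. Genes were simulated independently, so camera was not tested on correlated members. The search for a step in row order was tested on all 22011 rows with the same spread for every row. The alternatives were not simulated. For the comparison of knockdown with control, 28 of 50 genes simulated with a log2 change of 1 were recovered, 48 of 50 with a change of 2 and 1 of 50 with a change of 0.5, and 5 unchanged genes passed.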

Results

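The data were 6 microarrays of Ishikawa H cells, a cell line from a well differentiated endometrial adenocarcinoma. The cells carried either a short hairpin RNA (shRNA) against MTDH (metadherin, a protein linked to chemoresistance in several cancers) or a control, with 3 arrays in each group. Each array gave 1 log2 expression value for each of 22011 transcript clusters, the sets of probes that stand for 1 transcribed locus, and 14232 genes could be tested. The comparison asked which genes changed in expression when MTDH was depleted. The median log2 value of an array lay between 4.57 and 4.82, and Pearson correlations between arrays across genes, which are not independent replicates, ran from 0.900 to 0.980. Control replicate 3 stood apart, with correlations of 0.900 to 0.955 with the other arrays, whereas no pair among the other 5 arrays lay below 0.959. Precision was limited by the number of arrays, and since the replicates may stem from 1 cell clone per group, p-values measure only the spread between these samples.

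MTDH was lower in each of the 3 knockdown arrays than in each control array. Its log2 value was 6.89, 7.04 and 6.63 in the controls and 5.77, 5.89 and 5.84 in the knockdown arrays. The means were 6.85 ± 0.21 (SD, n = 3) and 5.84 ± 0.06 (SD, n = 3), a log2 fold change of -1.02 with a standard error of 0.17, or 2.02-fold lower (limma, adjusted p = 0.029). The log2 fold change lay between -1.13 and -0.92 when any 1 array was left out. The adjusted p rose to 0.16 without control replicate 1, 0.15 without knockdown replicate 1, 0.12 without knockdown replicate 2 and 0.11 without knockdown replicate 3.

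At an adjusted p under 0.05, 85 of the 14232 genes changed, of which 53 rose and 32 fell in the knockdown cells. Of these, 70 changed at least 2-fold, with 42 higher and 28 lower. The 2 genes that changed at least 5-fold were CALCRL, which rose, and SCGB1D2, which fell. The count of 85 depended on single arrays: it was 12 without control replicate 1, 233 without control replicate 2, 20 without knockdown replicate 1, 22 without knockdown replicate 2 and 20 without knockdown replicate 3. Quantile normalization of the columns gave 29 higher and 32 lower genes in place of 53 and 32. In each of the 85 genes the 3 control and 3 knockdown arrays did not overlap, as in 19.98% of all genes tested, where chance gives 10%.

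CALCRL, the receptor component that binds adrenomedullin and calcitonin gene-related peptide, showed the largest rise. Its log2 value went from 3.17 ± 0.08 (SD, n = 3) to 7.65 ± 0.23 (SD, n = 3), a 22.4-fold increase (adjusted p = 8.9e-07). TFPI, an inhibitor of the tissue factor pathway of coagulation, rose by 2.07 on the log2 scale, from 3.61 ± 0.23 to 5.67 ± 0.31 (SD, n = 3, limma adjusted p = 0.0030). CALCRL and TFPI lie next to each other on chromosome 2 among the measured genes. AKR1C3, an aldo-keto reductase that acts on steroids and prostaglandins, rose by 1.87 from 6.25 ± 0.34 to 8.12 ± 0.15 (SD, n = 3), and GAL, which encodes the neuropeptide galanin, rose by 1.77 from 6.97 ± 0.31 to 8.74 ± 0.30 (SD, n = 3). The next largest log2 fold changes were 1.64 for the heat shock protein gene HSPA4L, 1.63 for PCDHB14, 1.51 for PCDHB6, 1.51 for the sodium channel gene SCN7A, 1.496 for the DNA helicase gene WRN and 1.46 for the palmitoyltransferase gene ZDHHC2. SCN7A was dim in both groups, at 2.31 ± 0.08 in controls and 3.82 ± 0.26 in knockdown arrays (SD, n = 3). The lower quartile of genes on an array lay between 3.71 and 4.06. The protocadherin genes PCDHB14 and PCDHB6 belong to a family of close paralogs whose probes may be shared, and their values are uncertain. CALCRL, TFPI, AKR1C3 and GAL passed the test whichever array was left out, whereas the other 6 did not: the highest adjusted p was 0.10 for HSPA4L, 0.21 for PCDHB14, 0.11 for PCDHB6, 0.0501 for SCN7A, 0.10 for WRN and 0.099 for ZDHHC2, each without control replicate 1.

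SCGB1D2, a secreted secretoglobin, showed the largest fall. Its log2 value went from 6.48 ± 0.42 (SD, n = 3) to 3.14 ± 0.59 (SD, n = 3), a 10.1-fold decrease (adjusted p = 0.0017). Its neighbour on chromosome 11, the secretoglobin gene SCGB2A1, fell by 1.77 from 7.10 ± 0.02 to 5.34 ± 0.15 (SD, n = 3). Genes for guidance, adhesion and matrix breakdown were among the others: the semaphorin gene SEMA3D fell by 2.04, the stromelysin gene MMP10 by 1.98 and CDH2, which encodes N-cadherin, by 1.80. The growth factor gene NRG4 fell by 1.68, LGR5, a receptor for R-spondins and a Wnt target, fell by 1.65, and the membrane protein gene ITM2A fell by 1.64. The neuropeptide receptor gene NPBWR1 fell by 1.61 and the protease inhibitor gene SLPI by 1.54. Of these 10 genes, 8 passed the test whichever array was left out. The exceptions were NPBWR1, with an adjusted p of 0.075 without control replicate 1, and SLPI, whose adjusted p reached 0.16 without knockdown replicate 2.

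**Figure D1:**
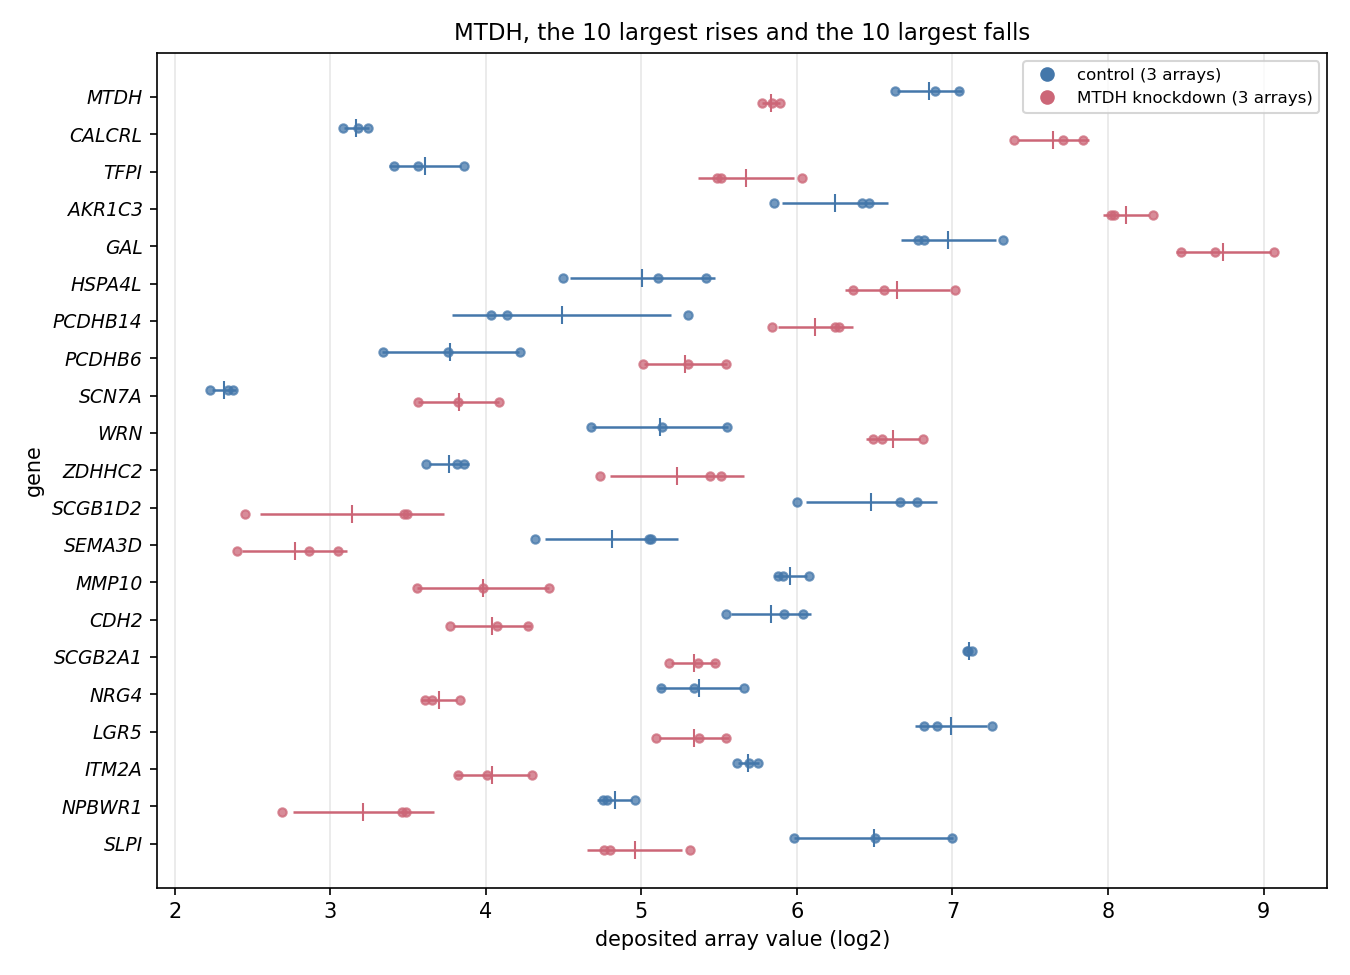
Deposited log2 value (horizontal axis) of MTDH and of the 10 genes with the largest rise and the 10 with the largest fall (vertical axis) on each of 3 control and 3 knockdown arrays. Points are arrays, ticks are group means and bars are 1 SD. The groups do not overlap for any gene shown, and CALCRL has the widest separation, with a log2 fold change of 4.48.

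Of 33 gene lists fixed before the data were examined, 7 were shifted against the remaining genes in the camera test with a preset correlation of 0.01, and none with an estimated correlation (lowest adjusted p = 0.46). The latter test has few degrees of freedom with 6 arrays, so its lack of calls leaves open whether correlation between genes explains the shifts. For galectins and calcium-binding proteins the estimated correlation was -0.016, below the preset, yet the unadjusted camera p rose from 0.00011 to 0.014. The list of galectins and calcium-binding proteins lay lower: 17 of its 18 measured members had a negative log2 fold change, with a median of -0.33 (adjusted p = 0.0021, and adjusted p = 0.46 with an estimated correlation). One member fell over all genes tested, CALB1, the calcium buffer calbindin, by 1.17 from 4.18 ± 0.11 to 3.01 ± 0.09 (SD, n = 3). Both means lay below the median of every array, the lowest of which was 4.57. Adjusted over the list alone, 2 members passed. Matrix metalloproteinases and their inhibitors also lay lower, with 16 of 19 members negative (adjusted p = 0.0039, adjusted p = 0.75 with an estimated correlation, and adjusted p = 0.088 after quantile normalization within 2 parts of the table, chosen after seeing the data). MMP10 fell, as did the matrilysin gene MMP7 by 1.10, and the other 17 members did not pass. Wnt targets were lower in 11 of 14 members (adjusted p = 0.048, and adjusted p = 0.75 with an estimated correlation), with LGR5 and the cyclin D1 gene CCND1, which fell by 0.93, passing the test. CALB1, MMP7 and CCND1 each lost the call in 4 of the 6 fits without 1 array, with a highest adjusted p of 0.072 for CALB1 and 0.16 for MMP7, both without control replicate 1, and 0.19 for CCND1 without knockdown replicate 2. Mesenchymal genes were lower in 17 of 20 members (adjusted p = 0.047, and adjusted p = 0.75 with an estimated correlation), and CDH2 was the one that passed over all genes. Marker lists of other cell types, described below, had similar shares of lower members without passing. Sign counts alone therefore do not set the mesenchymal and metalloproteinase lists apart.

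The lists that lay higher in the knockdown cells held no gene that passed the test over all genes. All 11 measured cytosolic ribosomal protein genes had a positive log2 fold change, with a median of 0.31 (adjusted p = 0.0021, and adjusted p = 0.57 with an estimated correlation), and 9 of 11 after quantile normalization of the columns, where the adjusted p was 0.055. The largest values were 0.80 for RPL8, which lies on chromosome 8, and 0.80 for RPL6, and 4 members passed adjusted over the list alone. Genes of mitochondrial oxidative phosphorylation were higher in 13 of 18 members (adjusted p = 0.015, and adjusted p = 0.57 with an estimated correlation), and the succinate dehydrogenase genes SDHD and SDHC had log2 fold changes of 0.95 ± 0.48 (SE) and 0.75 ± 0.47 (SE), which were 0.30 for SDHD without knockdown replicate 1 and 0.19 for SDHC without control replicate 3. After quantile normalization of the columns 11 of these 18 were higher and the median was 0.02 in place of 0.22 (adjusted p = 0.55). Genes of G2/M and mitosis were higher in 14 of 23 members (adjusted p = 0.047, and adjusted p = 0.75 with an estimated correlation), with log2 fold changes of 0.80 for CENPE, 0.47 without control replicate 3, and 0.79 for CCNB1. Bright genes read low on control replicate 3, with a median of -0.35 among genes above a mean log2 value of 6, against the other controls. The dimmer genes read high on it, with a median of 0.22, which lowers their log2 fold changes. Without control replicate 3 the adjusted p was 0.63 for G2/M and mitosis, 0.17 for oxidative phosphorylation and 0.22 for mesenchymal genes. The remaining shifted lists still passed, matrix metalloproteinases and their inhibitors at 0.022. Quantile normalization of the columns also ended the calls of G2/M and mitosis (adjusted p = 0.77), mesenchymal genes (adjusted p = 0.25) and Wnt targets (adjusted p = 0.18). Single arrays decided further calls: the adjusted p was 0.23 for G2/M without knockdown replicate 2, 0.081 for mesenchymal genes without knockdown replicate 3, and for Wnt targets 0.12 without control replicate 1, 0.079 without control replicate 2, 0.064 without knockdown replicate 1 and 0.14 without knockdown replicate 2.

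**Figure D2:**
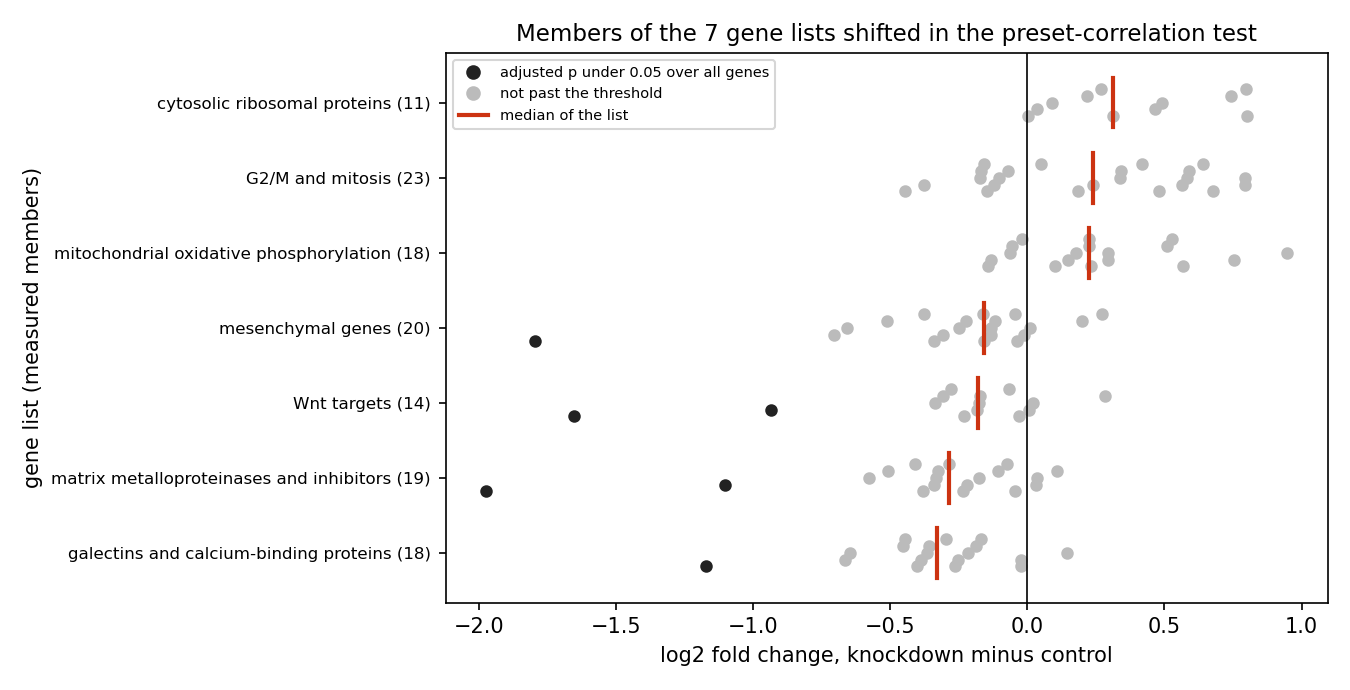
Log2 fold change, knockdown minus control (horizontal axis), of each measured member of the 7 shifted gene lists (vertical axis). Dark points passed an adjusted p of 0.05 over all genes, grey points did not, and red bars are list medians, which run from -0.33 for galectins and calcium-binding proteins to 0.31 for cytosolic ribosomal proteins.

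Among 19 measured genes that the study followed in Hec50co cells, another endometrial cancer line, MTDH and CALB1 fell, 17 did not pass over all genes, and 3 passed adjusted over the list alone, the third being TNFRSF10B. The list as a whole was not shifted (adjusted p = 0.67). The galectin-1 gene LGALS1 had a log2 fold change of 0.15 and ADGRF1, an adhesion receptor gene, of -0.10, both well within the spread between arrays. BCL2L1, which encodes the survival protein BCL-XL, had -0.54 (adjusted p = 0.30), FN1, which encodes fibronectin, -0.66 (adjusted p = 0.38; -0.98 to -0.33 with 1 array left out, the latter without knockdown replicate 3), and the cytochrome gene CYP1B1 0.40 (adjusted p = 0.34). The values were -0.18 for BCL2L11 (BIM), -0.03 for XIAP, 0.38 for CFLAR, -0.26 for CASP8, -0.26 for BID and 0.54 for PARP1. With 1 array left out the lowest value of PARP1 was 0.26, without control replicate 3 (0.23 with all arrays after normalization within 2 parts of the table), and the values nearest to 0 were -0.08 for CASP8 and -0.07 for BCL2L11, both without control replicate 2, and 0.24 for CFLAR and -0.17 for BID, both without control replicate 3. XIAP ran from -0.14 to 0.14. The TRAIL receptor genes TNFRSF10A and TNFRSF10B had 0.60 (adjusted p = 0.28) and 0.57 (adjusted p = 0.18), and both lie on chromosome 8. The remaining values were -0.15 for AURKA, -0.16 for AURKB, 0.11 for CDKN1A and -0.33 for AKT1. With 1 array left out they ran from -0.25 to -0.02 for AURKA, from -0.24 to -0.01 for AURKB, from -0.002 to 0.21 for CDKN1A and from -0.51 to -0.17 for AKT1.

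The lists on cell death and its signalling were not shifted against other genes. The list of inhibitors of apoptosis also held HTRA2, DIABLO and XAF1, which oppose such inhibitors. The death receptor and BCL2 family lists likewise mix genes that promote and oppose cell death. A test for a shift in 1 direction therefore says little about cell death. No gene passed among 16 genes of the death receptor and TRAIL pathway, 15 of the BCL2 family, 8 of the list of inhibitors of apoptosis, 23 PI3K/AKT pathway components and 14 histone deacetylases. The adjusted p of these lists was 0.62, 0.62, 0.95, 0.98 and 0.95 in that order. The largest log2 fold changes there were 0.99 for BNIP3L, a BCL2 family gene on chromosome 8 (adjusted p = 0.058), -0.83 for XAF1 (adjusted p = 0.13) and 0.84 for PIK3R3 (adjusted p = 0.24; 0.50 without control replicate 3), and BNIP3L and XAF1 passed adjusted over the list alone. CCND1 was the one gene of 22 in the G1/S and DNA replication list that passed (adjusted p of the list = 0.95), and none of 18 CDK inhibitors and p53 targets did (adjusted p of the list = 0.35). Of 21 genes in the list on the steroid hormone response of endometrium, SCGB1D2 and SCGB2A1 fell, with a list adjusted p of 0.11. Of 25 drug transport and detoxification genes AKR1C3 rose, with a list adjusted p of 0.94. Neither the 19 epithelial genes (adjusted p = 0.95) nor the 17 tight junction genes (adjusted p = 0.95) were shifted. In 8 of the 33 lists, none of them shifted, the signs of the median, the mean and the test differed, among them the PI3K/AKT list with a median of -0.14 and a mean of 0.02. Markers of other cell types had medians between -0.27 and -0.16, where the median over all genes was -0.08, but no list passed, with an adjusted p of 0.11 for blood cells, 0.17 for endothelium, 0.30 for smooth muscle and fibroblasts and 0.076 for neural cells. In that order 11 of 13, 10 of 11, 9 of 11 and 10 of 11 members were lower. The medians of the shifted metalloproteinase and mesenchymal lists were -0.29 and -0.16.

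The genes that rose were unevenly spread over the chromosomes. Chromosome 8 held 27 of the 85 changed genes and 522 of the 14205 genes with a chromosome, an odds ratio of 12.8 (two-sided Fisher's exact test, p = 1.4e-18, across genes that are not independent). Of these 27 genes, 24 rose, which was 45.3% of all rises, and MTDH, CALB1 and NPBWR1 fell. WRN and ZDHHC2 were among those that rose. The count rested on single arrays: chromosome 8 held 0 of the 12 changed genes without control replicate 1, 77 of 233 without control replicate 2, 14 of 61 without control replicate 3, 2 of 20 without knockdown replicate 1, 1 of 22 without knockdown replicate 2 and 1 of 20 without knockdown replicate 3. Over the 120 chromosome 8 genes with a mean log2 value above 6, the median log2 difference exceeded that of other chromosomes by 0.57 in the deposited values. It was 0.55 after a normalization chosen after seeing the data, in which the columns were quantile normalized separately in 2 parts of the table. That shift was 0.56, 0.57 and 0.51 for knockdown replicates 1, 2 and 3 against the 3 controls. The next largest shift was -0.31, for chromosome 13, with -0.29, -0.26 and -0.38 for knockdown replicates 1, 2 and 3. Chromosome 15 followed at -0.21, with -0.21, -0.20 and -0.25. Without control replicate 3 these 2 chromosomes stood at -0.25 and -0.14, so chromosome 8 was not the only one to differ in all 3 knockdown arrays.

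**Figure D3:**
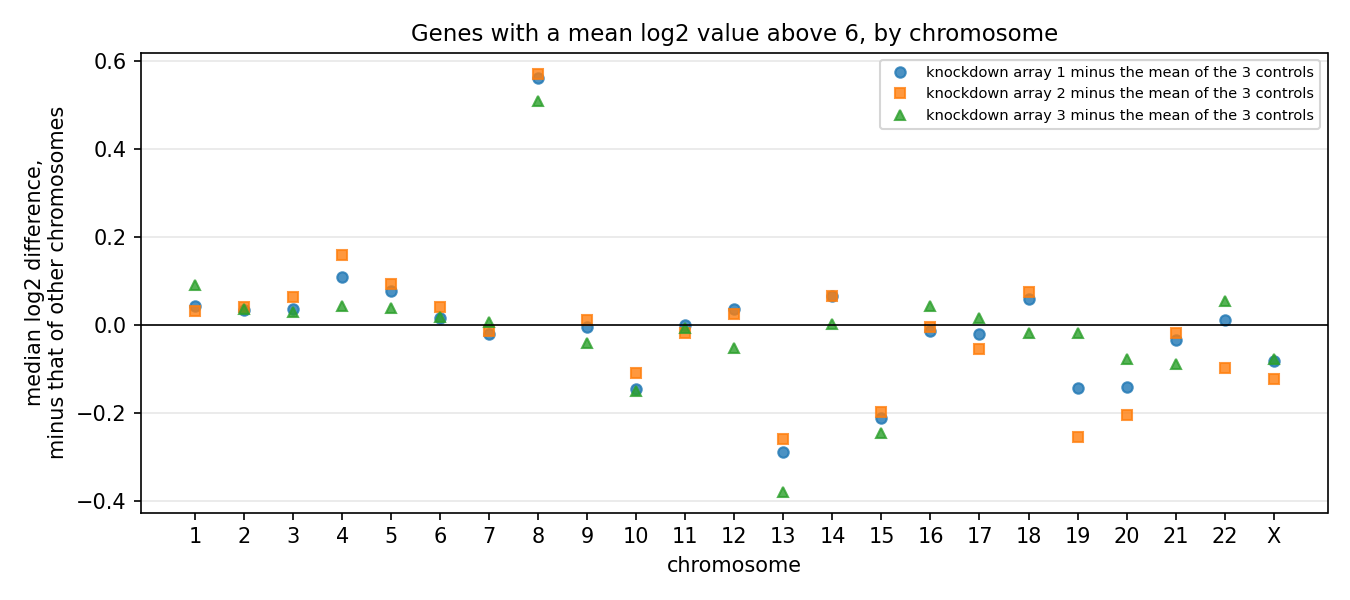
Median log2 difference of each knockdown array from the mean of the 3 controls, minus the same median over all other chromosomes (vertical axis), by chromosome (horizontal axis), for genes with a mean log2 value above 6 after quantile normalization within 2 parts of the table. Each marker shape is 1 knockdown array, and all 3 stand at 0.51 to 0.57 on chromosome 8.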

Values the study reported

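By qRT-PCR, the study reported a 3.49-fold lower MTDH level in Hec50co cells carrying the MTDH shRNA than in their controls. In arrays of that cell line, which are not part of these data, it reported 57 genes altered by at least 2-fold. For Ishikawa H cells, the line of these data, it listed transcripts that differed by more than 5-fold in either direction. It stated some overlap with the genes altered in Hec50co cells. Its main text gives neither the number nor the names of the genes listed for Ishikawa H cells.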

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

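The tests of a copy number difference, of the row order, of brightness and of control replicate 3 for chromosome 8, the tests of brightness and of chromosome 8 for the step in row order, and the test of a compressed range were chosen only after the result was seen.

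A signal appeared among rows outside the genes tested. When all 22011 rows were fitted, 2 of the 7579 rows with several gene names or none passed the test, both higher in the knockdown arrays, 1 with several names at a log2 fold change of 2.02 and 1 unnamed at 1.44 (adjusted p = 0.046 for both). The names of the first were PCDHB5, PCDHB19P, PCDHB9 and PCDHB14, of the protocadherin family whose probes may be shared. The identifier of the unnamed row falls between those of the chromosome 8 genes FNTA and MCM4. Both rows may thus belong to patterns described elsewhere in this text.

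Well expressed genes of chromosome 8 were higher in the knockdown arrays, 109 of 120 lying above the median of the other chromosomes. The tables argue against the step in row order described next, since the shift remained 0.55 after normalization within each part and was 0.53 and 0.55 in the first and second part. They also argue against control replicate 3, since the lowest shift of the 3 knockdown arrays against the other 2 controls was 0.48, and against brightness, since 0% of 10000 random lists matched on mean level reached the shift and the highest lay at 0.11. A candidate explanation that remains open is a different copy number of the whole chromosome in the 2 cell populations, for which the lowest median shift among 6 consecutive groups of genes along it was 0.44. As a hypothesis this may reflect the clones that were expanded, as a gain in the knockdown cells or a loss in the control cells, while an effect of the knockdown itself was not tested since the labels do not say that either group held more than 1 clone.

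The array columns shifted against each other at row 9021 of the table, which is ordered by cluster identifier. The median of control replicate 1 minus control replicate 2 was -0.14 before it and 0.11 after it, and knockdown minus control moved from 0.05 to -0.15. A difference in brightness between the parts is argued against by a step of 0.23, the median over groups of genes of similar mean level, and a chromosome-wide difference between the cells by a step of 0.43 among the well expressed genes of chromosome 8 alone, which both parts share. Since it occurred between arrays of 1 group, a step of processing or scanning may be involved, but none was tested. Outside chromosome 8, 20 of 26 changed genes rose in the first part and 9 of 32 in the second with the deposited values, and 19 of 43 and 12 of 36 after normalization within each part.

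Control replicate 3 had a standard deviation of 1.31 across genes, whereas the other arrays had 1.46 to 1.59. A wrong label is argued against, since 95.1% of the 61 genes that passed without this array, 58 genes, put it nearer to the other controls than to the knockdown arrays. A compressed range is consistent with a Spearman rho of -0.55 across genes, which are not independent, between its deviation from the other controls and the level on the other arrays. What compressed it stays open, and no biological explanation was tested.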

How the results depend on the processing

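Within-part normalization, with or without control replicate 3, was chosen after seeing the data, and the cause of the changes below was not tested. Fits with 1 array left out also rest on fewer arrays, so a lower count there need not come from the array itself. Of the 85 changed genes 12 passed whichever array was left out, 4 higher and 8 lower, and the count ran from 12 to 233 in those fits. The count of changed genes was 19 with all rows, 48 with columns centred on their median, 61 with quantile normalization and 108 with within-part normalization, of which 70 were shared with the 85. The count of genes changed at least 2-fold was 19 with all rows, 46 with quantile normalization, 45 with centred columns and 4 in limma's treat test against a fold of 1.5, and ran from 12 to 197 with 1 array left out. CALCRL and SCGB1D2 remained the 2 genes changed at least 5-fold in every fit run. The log2 fold change of MTDH kept its sign in every fit, but the test was not passed with all rows (-1.02, adjusted p = 0.10) or with centred columns (-0.92, adjusted p = 0.096), the adjusted p ranging from 0.0062 to 0.16 over the fits and the log2 fold change from -1.13 to -0.92 with 1 array left out.

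The sample titles number the replicates but state no pairing between the groups. Deviations of same-numbered arrays correlated at -0.10, 0.47 and 0.31, and only replicates 2 and 3 correlated best with their own number. In both groups replicate 2 had the largest SD across genes (control 1.53, knockdown 1.59) and replicate 3 the smallest (control 1.31, knockdown 1.48). Pairing and a like range of values therefore cannot be told apart. With the replicate block 364 genes changed, 122 of them at least 2-fold. The count of shifted lists was 2 with quantile normalization, 4 with centred columns, 0 with an estimated correlation, 2 with within-part normalization and 1 with that and control replicate 3 left out, and ran from 4 to 8 with 1 array left out. The list of galectins and calcium-binding proteins passed in each of these fits except with an estimated correlation. In fry, which tests whether a list moves on balance one way and does not compare it with other genes, 0 lists passed (lowest adjusted p = 0.072), while 12 passed its mixed test, which asks whether the members change in either direction, among them the death receptor and TRAIL pathway (adjusted p = 0.016), the BCL2 family (adjusted p = 0.029) and G1/S and DNA replication (adjusted p = 0.016).

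Genes that changed sign did so near 0: LGALS1 was -0.033 with quantile normalization, ADGRF1 was 0.014 with quantile normalization and 0.0034 with centred columns, XIAP was 0.020 with quantile normalization, 0.064 with centred columns, 0.10 with within-part normalization and 0.022 with that and control replicate 3 left out, and CDKN1A was -0.055 with within-part normalization. With 1 array left out, LGALS1 ran from -0.058 to 0.27, XIAP from -0.14 to 0.14 and CDKN1A from -0.0016 to 0.21. Over 61 named genes and the alternatives in which each was tested, 905 comparisons in all, 79 lost and 16 gained the call.

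With 3 arrays against 3 there are 10 splits of the arrays, too few for a share under 0.05. The real split gave 85 changed genes against at most 1 in another split, so that 1 of the 10 gave as many. It gave 70 genes changed at least 2-fold against at most 1 (1 of 10) and 2 changed at least 5-fold against 0 (1 of 10). For shifted lists it gave 7, but 2 of the 10 splits gave as many, the highest other giving 10. Signal over background was not available, so that the limits of dim genes are unknown.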

Other observations

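Further gene lists fixed before the data were examined gave no shift past the threshold. Of 27 interferon-stimulated genes 21 were lower (adjusted p = 0.076), with XAF1 at a log2 fold change of -0.83 and OASL at -0.55 (-0.29 without knockdown replicate 2), neither past the test. Of 12 MYC targets 10 were higher (adjusted p = 0.076), with WDR12 at 0.67 and RRS1, on chromosome 8, at 0.66 (0.34 without control replicate 3), but 7 of 12 were higher with quantile normalization and 6 of 12 with normalization within 2 parts of the table. Of 18 HOX genes 16 were lower (adjusted p = 0.13), with HOXB5 at -0.61 and HOXB8 at -0.46, but 11 of 18 were lower with each column centred on its median, where the list median was -0.09 in place of -0.18. Of 14 immediate early genes 11 were lower (adjusted p = 0.17), with FOS at -0.56. The list of cholesterol synthesis (adjusted p = 0.22) held SQLE, squalene epoxidase, a gene of chromosome 8 at 1.03 with an adjusted p of 0.0502. The unfolded protein and integrated stress response (adjusted p = 0.22) held the asparagine synthetase gene ASNS at 0.76, and hypoxia and glycolysis (adjusted p = 0.54) held PDK1 at 0.70. This PDK1 is a pyruvate dehydrogenase kinase gene. The AKT kinase that the study calls PDK1 is encoded by PDPK1, which was not measured. The adjusted p was 0.94 for integrins and laminins, 0.98 for NF-kB targets and 0.35 for cancer-testis and X-linked germline antigens. Adjusted over the list alone, 26 distinct genes passed in 16 of the 33 lists, 11 higher and 15 lower.

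In a test chosen only after such pairs and the chromosome 8 genes were seen, 3 pairs of neighbouring changed genes outside chromosome 8 moved the same way, CALCRL with TFPI, PCDHB13 with PCDHB14 and SCGB2A1 with SCGB1D2. In 10000 shuffles of the calls within each of the 2 parts of the table the mean was 0.14 pairs and the highest count 3 (permutation p = 0.0005, one-sided). The values of the protocadherin pair are uncertain because close paralogs can share probes, and without that family 2 pairs stood against a mean of 0.12 (permutation p = 0.0079, one-sided). The p-values describe pairs already seen and are no independent evidence. The secretoglobin pair also belongs to a family in tandem. GULP1, the next measured gene after TFPI, had a log2 fold change of 0.89 (adjusted p = 0.13), and DIRC1, the next after it, -0.85 (adjusted p = 0.054).

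MTDH was 2.02-fold lower here, in Ishikawa H cells on arrays. That is a smaller reduction than the value quoted from the study above, which was measured by another method in another cell line. It depended on the reference, since after normalization within 2 parts of the table, chosen after seeing the data, MTDH was 2.45-fold lower, and 3.67-fold lower relative to the median of the well expressed genes of chromosome 8, on which it lies. The last of these takes as reference a chromosome whose shift is unexplained. The study states no such reference for its value, so the size of the last of these cannot be set against it. The count of genes with at least a 2-fold change and no p threshold was 137 here. That is higher than the count quoted from the study above, for another cell line. At the 5-fold size that the study used for Ishikawa H cells, 2 of the 14232 genes tested changed here, CALCRL and SCGB1D2, with or without a p threshold. Rows with several names or none are outside this count. An unnamed row among them also exceeded 5-fold, at a log2 fold change of 2.91 (limma adjusted p = 0.10 over all rows). Whether the study listed CALCRL and SCGB1D2 cannot be told from its main text.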
